# Differential microvascular endothelial cell responses in the retina in diabetes compared to the heart and kidneys, a spatial transcriptomic analysis

**DOI:** 10.1371/journal.pone.0310949

**Published:** 2024-12-31

**Authors:** Eric Wang, Biao Feng, Shali Chen, Zhaoliang Su, Subrata Chakrabarti

## Abstract

Endothelial cells and high glucose-induced endothelial dysfunction are the common origin of chronic diabetic complications such as retinopathy, nephropathy, and cardiomyopathy. Yet their common origins, the vascular manifestations of such complications are different. We examined the basal heterogeneity between microvascular endothelial cells(MECs) from the retina, kidneys, and heart, as well as their differential responses to hyperglycemia in diabetes. To this extent, we used a spatial transcriptomic approach to investigate gene expression differences across retinal, renal, and cardiac MECs in diabetic and non-diabetic mouse models. We validated MEC heterogeneity *in vitro* using human retinal and cardiac MECs. The spatial transcriptomic approach was also used to explore potential similarities in retinal MECs and neuronal cells in response to hyperglycemia. We found that MECs from different target organs of major diabetic complications were transcriptomically distinct at the basal state and respond differently to hyperglycemia. These findings were recapitulated in cell culture, with selected analytes. We found minimal similarities between retinal MECs and neuronal cells. Our findings show considerable heterogeneity across retinal, renal, and cardiac MECs, both at the basal state and in their responses to hyperglycemia in diabetes. These findings show that organ specific MEC heterogeneity can influence differential development of pathological changes across various target organs of chronic diabetic complications, and suggest that MEC heterogeneity may influence treatment target(s) and drug development.

## Introduction

Diabetes mellitus and its complications are significant causes of mortality, morbidity, and reduced in quality of life [1, 2]. Diabetes is characterized by dysregulation of glucose homeostasis and sustained hyperglycemia, leading to endothelial dysfunction, tissue damage, and the development of chronic diabetic complications [3–5]. Major complications of diabetes include diabetic cardiomyopathy(DCM; a significant risk factor for heart failure), diabetic nephropathy(DN; a leading cause of end stage renal disease and kidney failure), and diabetic retinopathy(DR; the leading cause of vision impairment in working-aged adults) [3–5]. Endothelial dysfunction is an important early component of chronic diabetic complications because endothelial cells(ECs) are particularly susceptible to hyperglycemic damage [6–8]. Endothelial dysfunction leads to vascular dysfunction, which paves the way for further damage to target tissues. Initial glucose-induced endothelial damage has been well characterized and is understood to be common across complications, however glucose-induced endothelial dysfunction may manifest differently in different complications.

DR, the ophthalmic manifestation of chronic diabetes, is the most common chronic microvascular diabetic complication [9]. The retina is an intricate and sensitive tissue, comprising photoreceptors and an integrated grouping of neuronal(amacrine cells, bipolar cells, ganglion cells, and horizontal cells), glial(astrocytes and Müller glia), immune(microglia), and vascular cells(ECs and pericytes) known as the neurovascular unit [10]. The retina is subject to strict homeostatic control through the blood-retinal barrier(BRB), which dynamically regulates blood flow and substrate permeability in response to the metabolic demands of the retina [11–13]. Loss of BRB integrity can lead to disruptions to the retinal homeostasis and cause pathological changes in the retina [11–13]. As is the case with other complications, hyperglycemia-induced endothelial and vascular dysfunction are among the earliest developments DR. DCM and DN, despite also being chronic microvascular disorders of diabetes mediated by hyperglycemia-induced endothelial dysfunction, have limited similarities to DR and to each other. DCM and DN involve fibrosis(partially caused by endothelial dysfunction through endothelial-to-mesenchymal transition), which is not a major feature of DR [3–5]. Increased vascular permeability occurs in all three complications, but is more central to the disease processes of DR and DN [3–5]. Differential vascular presentations between different microvascular diabetic complications may be attributable to EC heterogeneity.

ECs are ubiquitous throughout the body, being found in nearly every organ, and covering a net area of up to 6000 m^2^ [14]. ECs have important roles in both physiological and pathological processes [14, 15]. Despite their ubiquity, ECs exhibit considerable heterogeneity; microvascular ECs(MECs) have different properties to macrovascular ECs [14]. MECs, the centerpieces of microvascular diabetic complications, have functional variations across different tissues. MECs of the neurovascular unit of the retina form the BRB, the highly selective barrier that restricts the free exchange of solutes between the blood and the tissue in order to maintain tight homeostatic control and protect the sensitive neuronal tissues [11–13]. Glomerular MECs of the kidneys on the other hand, form a fenestrated filtration barrier which allow free diffusion of solutes, preventing only proteins and other large solutes from crossing [14, 15]. The cardiac MECs which supply the myocardium form continuous capillaries, the characteristics of which lie somewhere between those of the retina than those of the kidneys [14, 15].

Innate functional differences in MECs may contribute to differential responses to hyperglycemia in organs affected by chronic diabetic complications. Additionally, MECs of the retina, heart, and kidneys are surround by different populations of cells which may create differential environments for each MEC type, further leading to unique responses to hyperglycemic stimuli. We hypothesized that unique functional properties and tissue contexts cause MECs of the heart, kidneys, and retina to exhibit basal transcriptomic differences, i.e. in the non-diabetic condition. We further hypothesized that cardiac, renal, and retinal MECs respond differently to hyperglycemia, resulting in differential manifestations of endothelial damage and dysfunction in chronic diabetic complications. We used a mouse model of diabetes to explore differences in basal MEC transcriptomic profiles and differential responses to hyperglycemia, this can inform MEC heterogeneity in patients with diabetes.

## Methods

### Animals

Animals were cared for according to the Guiding Principles in the Care and Use of Animals. Experimental protocols were approved by Western University Ethics Committee and Animal Care and Veterinary Services. Experiments conform to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health(NIH Publication No. 85–23, revised 1996).

Six C57BL/6J mice were randomly assigned to diabetic and non-diabetic groups(3 each). Diabetes was induced at 8 weeks of age via consecutive intraperitoneal injections of streptozotocin over 5 days(50 mg/kg in citrate buffer, pH 4.5), and diabetes was confirmed via glucometer measurements of over 16.7 mmol/L following the final injection. Non-diabetic littermates were given injections of citrate buffer only. Only male mice were used, because previous work done in our lab using the present model of early diabetes showed no sex differences in organ dysfunction [16, 17]. Mice were kept in a temperature and humidity-controlled facility with environmental enrichment, and with food and water available ad libitum. They were monitored for body weight, blood glucose on a weekly basis over a period of 2 months. Urine ketone and glucose were also monitored semi-quantitatively using urine test strips (URiSCAN GluKeto2, YD Diagnostics Corp). Insulin was available for intervention if blood glucose exceeded reasonable levels. At the end of the second month, mice were euthanized via isoflurane overdose, exsanguination was used as a secondary euthanasia method. We have previously shown that early functional and pathological changes develop within this time span[cite [16–19]]. Eyes, kidneys, and hearts were collected, fixed in 10% neutral-buffered formalin, embedded in paraffin, and sectioned at 5 μm for Nanostring Spatial Transcriptomic Analysis.

### Nanostring digital spatial profiling of mouse transcriptome

Tissue processing and data collection were done in collaboration with Nanostring. Briefly, sections were immunohistochemically stained for a structural endothelial marker, CD31, and hybridized with Mouse Whole Transcriptome Atlas probes(mouse-specific *in situ* hybridization probes cross-linked to unique UV-cleavable barcode sequences). Sections were fluorescently imaged, CD31^+^ cells were digitally highlighted, and regions of interest representing MECs(as opposed to ECs of large vessels) were chosen as regions of interest (Fig 1, S1 Fig). Barcoded oligonucleotides were cleaved from MECs in the regions of interest using focused UV light, retrieved, sequenced, and quantified. Retinal sections were also immunohistochemically stained for the neuronal marker NeuN, and barcoded oligonucleotides were cleaved from NeuN^+^ regions.

**Fig 1:**
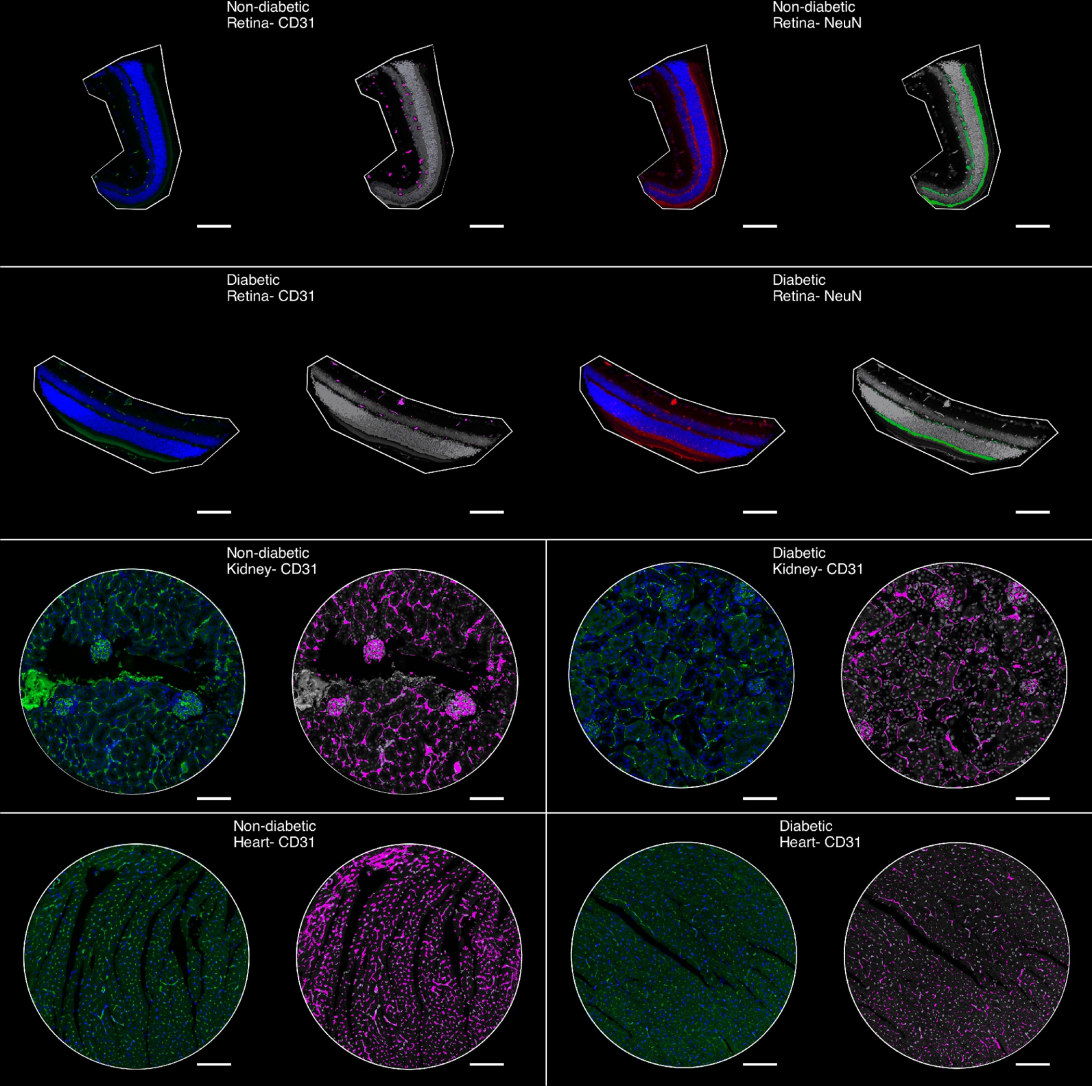
Regions of interest. Representative images of regions of interest from non-diabetic and non-diabetic retinas(A, B), kidneys(C, D), and hearts(E, F). CD31 was stained with TexasRed and pseudo-colored green, while NeuN was stained with Cy5 and pseudo-coloured red for better visual representation. CD31+ and NeuN+ regions were highlighted in magenta and green respectively. Specific sites representing cells of interest were chosen for subsequent UV cleavage and digital spatial analysis. n = 3 per condition/organ, white bar = 100 μm.

Raw data were processed using within GeoMx DSP suite. Initial quality control and biological probe quality control were done using default parameters. 1799 out of 20175 genes were flagged with warnings and were excluded from the remainder of analyses. The remaining 18376 genes were normalized to the 75^th^ percentile and exported for analysis.

### T-test and volcano plots

T-tests were performed to generate volcano plots. Student’s T-test, fold change calculations, and volcano plots were performed and/or generated in Microsoft Excel. Lines representing appropriate cut-offs(p < 0.05, FC > 1.5) were added.

### Pathway analysis

Gene set enrichment analysis was performed using GSEA(version 4.2.1) [20, 21]. “Hallmark” and “Canonical Pathways” gene set collections were analyzed. Gene set enrichment analyses were performed using default parameters save for permutation type which was changed to “gene_set” to better accommodate our sample sizes, as recommended by the manual. Gene sets which were enriched at p < 0.05 and q < 0.25 were deemed significant in this exploratory analysis.

### Network visualization and clustering

Visualization and grouping of differentially enriched pathways(gene sets) was performed using Cytoscape [22] (version 3.10.1) using the EnrichmentMap Pipeline Collection comprising EnrichmentMap, clusterMaker2, WordCloud, and AutoAnnotate, according to their manual [23].

### Dimension reduction analysis

Dimensionality reduction analyses were done to visualize distinct grouping of MECs from different tissues of interest. Two forms of dimensionality reduction analysis were performed, namely principal component analysis(PCA)—to visualize overall distributions—and T-distributed stochastic neighbor embedding(T-SNE)—to better visualize the clustering of similar groups. Both PCA and T-SNE were performed in R(version 4.2.2)using the M3C package [24].

### Cell culture

Human retinal microvascular endothelial cells(HRMECs; Olaf Pharmaceuticals) and human cardiac microvascular endothelial cells(HCMECs; ScienceCell) were used to validate heterogeneity between carMECs and retMECs *in vitro*. Cells(passage 4–5) were cultured with endothelial cell growth basal medium-2(Lonza) supplemented with microvascular endothelial growth medium-2(Lonza), 10% v/v fetal-bovine serum, and 100μg/ml penicillin/streptomycin in a humidified hood at 37°C with 4% CO_2_. Full growth medium was replaced with serum-free medium once cells reached 80–90% confluency. Cells were incubated in serum-free medium for 18 hours, then treated to normal(NG, 5mM) or high(HG, 25mM) D-glucose concentrations for 48 hours. L-glucose was used as an osmotic control for high glucose treatment.

### RNA isolation, reverse transcription, and quantitative PCR

RNA was extracted from HRMECs and HCMECs using the Sanprep Colum microRNA Mini-Preps Kit(Bio Basic) following the manufacturer’s instructions for total RNA isolation. RNA concentrations were measured using the SpectraMax QuickDrop Spectrophotometer(Molecular Devices). cDNA was synthesized using 2μg of total RNA with the High Capacity cDNA Reverse Transcription kit(Applied Biosystems) according to the manufacturer’s instructions. qPCR was performed using the LightCycler 96 system(Roche Diagnostics). Gene expressions were quantified using the standard curve method and normalized to the housekeeping gene *ACTB*. qPCR data were analyzed and plotted in PRISM(version 10; GraphPad). T-tests were performed to assess the effect of HG in each cell type, and corrections for multiple comparisons were done using the Holm–Šidák method. Adjusted p<0.05 was considered statistically significant.

## Results

### MECs from the retina, kidneys, and heart have distinct basal transcriptomic profiles

At the time of sacrifice, non-diabetic mice weighed 28.00±1.73g, while that of diabetic mice weighed 21.00±1.00g. The non-diabetic mice had average serum glucose levels of 7.73±0.59mmol/L, while the diabetic mice had an average serum glucose of 28.30±4.50mmol/L (none of the mice required insulin intervention during the 2-month period). Diabetic mice further exhibited polyuria, as reflected by the wetness of the bedding, as well as glucosuria and ketonuria as measured via urine strips (S1 Table).

We initially compared MECs from different target organs of diabetic complications in non-diabetic to determine whether they are innately distinct as to their transcriptomic profiles. 

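MEC transcripts were counted in 18 CD31+ regions of formalin-fixed, paraffin-embedded sections, with 3 regions of the retina, 3 of the kidney and 3 of the heart from each group of non-diabetic and diabetic mice. CD31 is a surface protein of endothelial cells, and regions were chosen to hold microvessels rather than large vessels. Diabetes had been induced at 8 weeks of age with streptozotocin, which is toxic to the insulin-producing beta cells of the pancreas, at 50 mg/kg over 5 days, and tissue was taken 2 months later. The sample labels of diabetic carMEC regions 2 and 3 name the heart but not MECs, and they were taken as CD31+ regions because the study reports no other regions of the heart. The GeoMx platform releases the barcodes of hybridised probes from a region with ultraviolet light and counts them by sequencing. The authors' software, GeoMx NGS Pipeline 2.3.4, aligned the reads to the probe barcodes and merged reads with the same unique molecular identifier. The deposited values are these counts per probe, before the 75th percentile scaling and the exclusion of genes described in the methods. Over the 24 regions of MECs and retinal neuronal cells, 20186 probes had a count in at least 1 region and 6933 in every region. The sources used here do not pair probe IDs with gene symbols, so results are given as numbers of probes. Total counts per region ranged from 71038 to 342522 (median 85657) in non-diabetic retMECs and from 28722 to 93113 (median 44958) in diabetic retMECs. In renMECs they ranged from 263315 to 1451915 (median 568886) without diabetes and from 217736 to 356967 (median 333862) with diabetes. In carMECs the ranges were 211272 to 521366 (median 391604) and 115269 to 153319 (median 119636). The 6 retMEC regions were on plate 1 and the renMEC and carMEC regions on plate 2, each plate with its own sequencing run. Of the reads, 39.9% to 61.0% aligned in retMEC regions, and 96.1% to 96.7% in renMEC and carMEC regions, apart from 79.4% in diabetic carMEC region 2. A difference between retMECs and another cell type therefore cannot be told apart from a difference between plates, while comparisons of diabetic with non-diabetic regions of 1 cell type lie within 1 plate, and only those pooled over organs span both. Counts were scaled here to the 75th percentile of each region over all probes, which was between 2 and 53 counts. Groups were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, over probes kept by its filter at a minimum of 10 counts. The labels do not tie regions to animals, and the groups hold 3 mice each, so tests of diabetes pooled over organs take as independent some regions that share a mouse, and their p-values are too small. Comparisons between cell types could not keep the mouse as a block, and their p-values do not account for shared mice.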

Dimensionality reduction analyses for MECs from non-diabetic mice were performed via PCA and T-SNE. Both showed close grouping of MECs from the same organs of origin, indicating similarity; and more distant grouping between MECs from different organs of origin, indicating dissimilarity (Fig 2A, 2B). 

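Non-diabetic MEC regions grouped by organ on the scaled counts. Regions of different organs lay on average 19200 scaled counts apart and regions of the same organ 6729 apart, a ratio of 2.85, and the nearest neighbour of each of the 9 regions came from its own organ. In retMECs, 897 probes were higher and 1607 lower than in renMECs, with median log2 differences of 1.41 and -1.59, and 490 of the lower probes differed by over 4-fold. Against carMECs, 62 probes were higher and 317 lower in retMECs, with medians of 1.75 and -2.08. In carMECs, 1586 probes were higher and 1559 lower than in renMECs, with medians of 1.21 and -1.30. These calls are from edgeR's quasi-likelihood test in 1 model of the 9 regions, at an adjusted p under 0.05 over 18947 probes. No other of the 280 divisions of the 9 regions into 3 groups of 3 gave as large a separation (one-sided exact permutation p = 0.00357, the smallest that 280 divisions allow). The first 3 principal components held 84.7%, 10.4% and 3.8% of the variance. On log2(scaled count + 1) the separation had the same exact permutation p of 0.00357, but the ratio was 1.27, and 6 of the 9 nearest neighbours came from the same organ. Higher and lower probes numbered 548 and 1914 with TMM and 182 and 1205 with DESeq2 for retMECs against renMECs, 635 and 2175 with TMM and 176 and 1243 with DESeq2 for carMECs against renMECs, and 93 and 242 with DESeq2 for retMECs against carMECs. TMM moved the median log2 difference of all probes tested from 0.24 to 0.07 for retMECs against renMECs and from 0.33 to 0.09 for carMECs against renMECs. Restricting the test to probes with at least 10 counts in every region left 111, 47 and 135 probes called in the 3 comparisons in the order above, and thinning all regions to the lowest total count 545, 183 and 576, with a median log2 difference of all probes tested of -1.20, 0.01 and -1.18. Without retMEC region 1 the totals were 1474, 757 and 4728. Higher and lower probes were 334 and 1140 for retMECs against renMECs, 335 and 422 for retMECs against carMECs and 2597 and 2131 for carMECs against renMECs. The skew to lower probes against carMECs was thus smaller without that region. At an unadjusted p under 0.05 it stayed, with 868 higher and 1816 lower. Without renMEC region 3 the retMEC and renMEC total was 1547, and the carMEC and renMEC total was 1910 without renMEC region 1, 1585 without renMEC region 3, 1526 without carMEC region 1 and 1592 without carMEC region 3, with 703, 619, 598 and 527 higher in the same order, so more probes lower than higher in each. retMECs were the only MEC type on plate 1, and regions of different organs share mice that the labels do not identify, so the p-values do not account for the mouse. From the close grouping within an organ and the wider spacing between organs, the paper reasons that MECs of the same organ are alike and those of different organs are not.

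**Figure D1:**
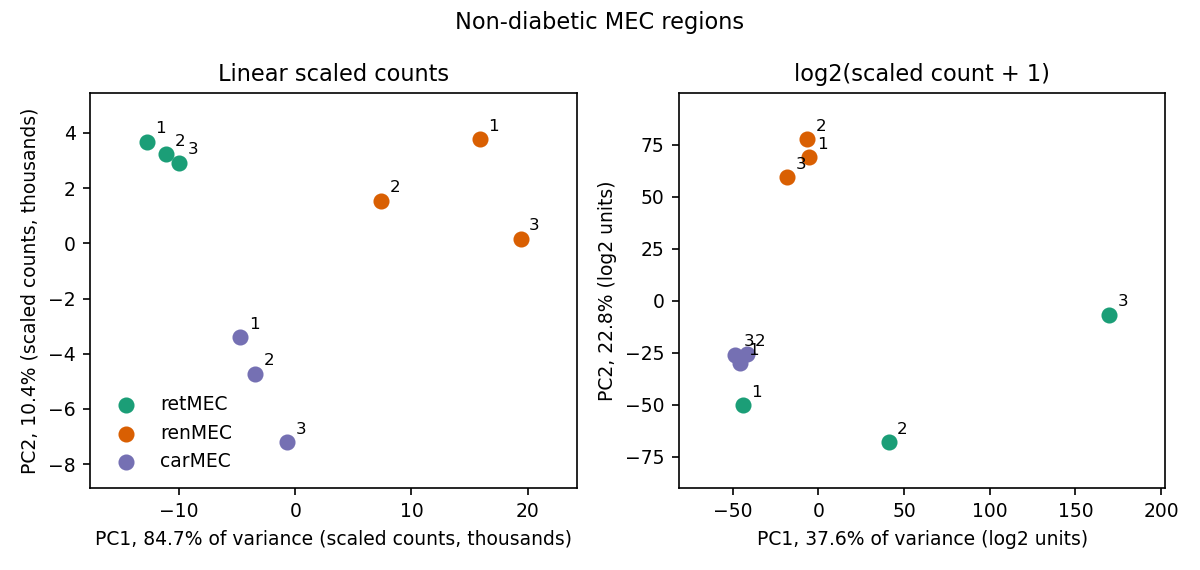
Principal component scores of the 9 non-diabetic MEC regions, 1 point per region with its replicate number, on linear scaled counts (left, axes in units of 1000 scaled counts) and on log2(scaled count + 1) (right, axes in log2 units). On the left the 3 organs lie apart, with 84.7% of the variance on the first axis; on the right the first axis holds 37.6% and mainly spreads the retMEC regions, while the carMEC and renMEC regions each stay together.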

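On linear scaled counts, retMECs and carMECs were the closest pair of MEC types. Their regions lay 12550 scaled counts apart on average (range over the 9 pairs of regions 9355 to 16940). The mean distance was 19020 between carMECs and renMECs (12350 to 24410) and 26020 between retMECs and renMECs (17960 to 32680). Regions of the same organ lay 3907 apart in carMECs, 6821 in retMECs and 9460 in renMECs. The distance between retMECs and carMECs was 0.66 times that between carMECs and renMECs, the next closest pair (0.567 to 0.739 with each region left out in turn), and 0.845 times with scaling by total counts. On log2(scaled count + 1) the order turned, and carMECs and renMECs were closest, at 136 log2 units against 169 for retMECs and carMECs and 183 for retMECs and renMECs. Measured as 1 minus the Spearman correlation, carMECs and renMECs were again closest, at 0.520 against 0.668 and 0.617. By both of these measures the mean distance among the retMEC regions themselves was larger than each distance between organs, at 209 log2 units and 0.689. The 9 pairs of a comparison share regions, so these distances were not tested, and distances from retMECs also cross the plates.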

Between the different MEC types retinal MECs(retMECs) and cardiac MECs(carMECs) appeared to be closer to each other than either were to renal MECs(renMECs). Both PCA and T-SNE were used for dimensionality reduction analyses because they have different strengths and weaknesses and together provide a better picture of the overall data. PCA is a linear unsupervised approach which better preserves the global structure of the data while T-SNE is a non-linear approach which better preserves local relations between datapoints.

**Fig 2:**
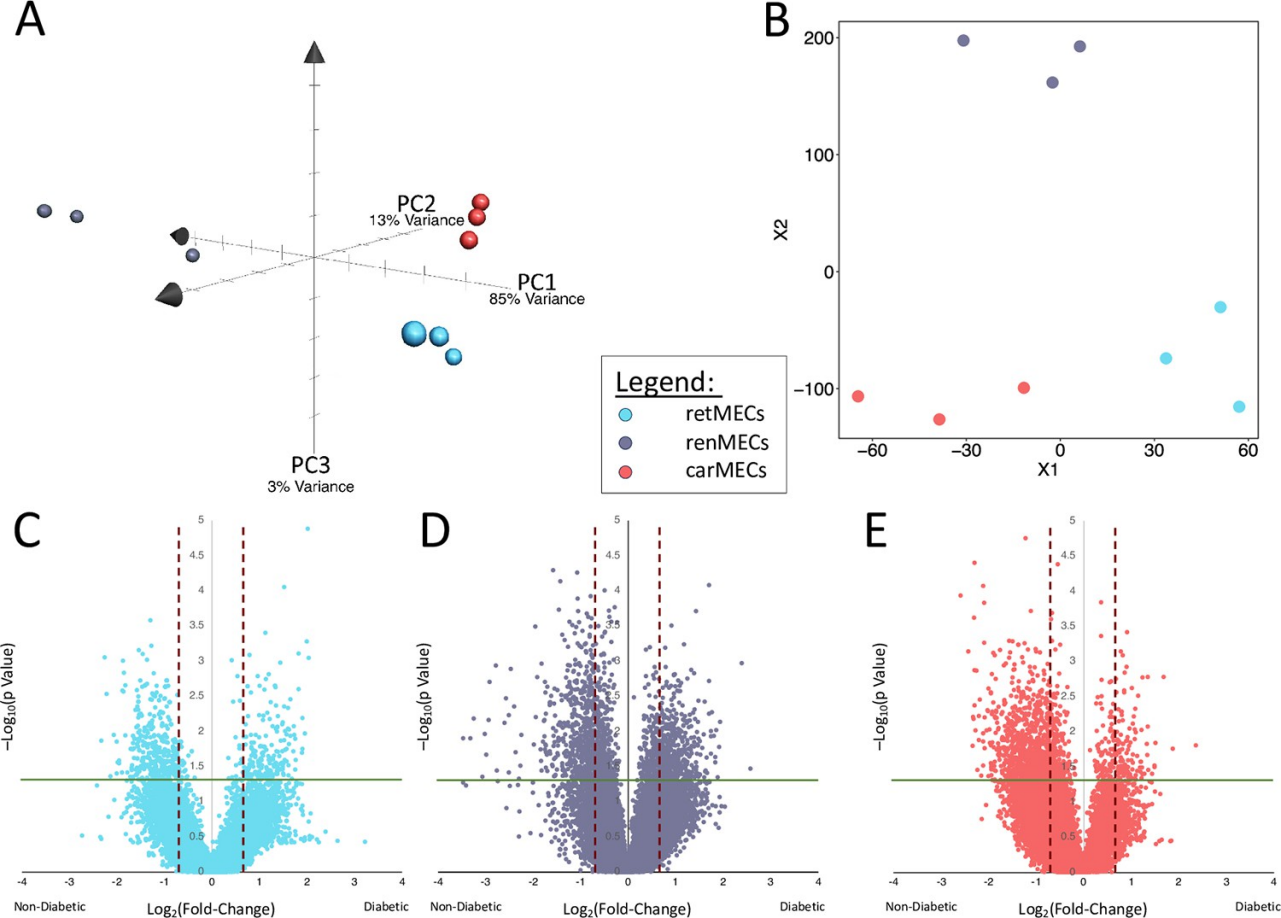
Basal transcriptomic differences across different MECs correspond to differential responses to hyperglycemia. Dimensionality reduction analyses on non-diabetic MECs from the retina, kidney, and heart via A) principal component analysis and B) T-distributed stochastic neighbor embedding. Volcano plots of differentially expressed genes in C) retMECs, D) renMECs and E) carMECs between diabetic and non-diabetic conditions. p values were determined via Student’s T test; n = 3.

### MECs from different tissues of origin respond differently in diabetes

After demonstrating basal differences between different MEC types, we examined their responses to hyperglycemia. We initially compared diabetic and non-diabetic MECs without separating by tissues of origin. Analysis with pooled MECs from all diabetic vs non-diabetic tissues of interest showed differential expression in 521 genes (S2 Fig). 

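Pooled over the 3 organs, 114 probes were lower and 8 were higher in diabetic than in non-diabetic MECs. The lower probes had a median log2 fold change of -1.05 (range -2.28 to -0.82) and the higher probes one of 0.95 (0.80 to 1.50). Most of these probes were also called in the kidney, where 87 of the 114 lower and 5 of the 8 higher probes were called in the same direction in renMECs alone. Over the 122 probes the median log2 fold change was -1.23 in renMECs, -0.76 in retMECs and -0.52 in carMECs, and 93 of them had the pooled direction in all 3 organs, which being called in the pooled test itself favours. Without the renMEC regions edgeR called 0 of 1978 probes, with 37 higher and 19 lower at an unadjusted p under 0.05. The test was edgeR's quasi-likelihood test with organ as a term, at an adjusted p under 0.05 over 8461 probes. It compared 9 diabetic with 9 non-diabetic regions, which come from 3 mice per group. The labels do not tie regions to animals, so the p-values are too small. With no organ term, edgeR called 0 probes, with 56 higher and 216 lower at an unadjusted p under 0.05, and the split with the organ term was 10 higher and 51 lower by TMM, 15 higher and 49 lower by DESeq2, and 14 higher and 27 lower by total counts, where the median log2 fold change of all probes tested moved from -0.10 to 0.09. With 1 value per replicate number 5 probes were called, 2 of them shared with the 122 in the same direction. With all regions thinned to the lowest total count edgeR called 29 (median log2 fold change of all probes tested -0.36). Over the 117 probes with at least 10 counts in every region it called 0, with 5 higher and 0 lower at an unadjusted p under 0.05. The total was 26 without diabetic renMEC region 1, 54 without region 3 and 75 without region 2 of the same group, 30 without non-diabetic renMEC region 3, 77 without non-diabetic carMEC region 3 and 205 without non-diabetic retMEC region 1. At the thresholds of the study, p under 0.05 and a fold change over 1.5, the methods' t-test over all 18 regions called 859 probes, 66 higher and 793 lower, and 0 of them after Benjamini-Hochberg adjustment. With TMM it called 122 higher and 559 lower, with DESeq2's size factors 131 and 526, and by total counts 174 and 379.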

GSEA showed enrichment of Hallmark Pathways(as defined by GSEA, 50 gene sets that summarize and represent well-defined biological states or processes) such as epithelial-mesenchymal transition(a corollary for endothelial-mesenchymal transition in the GSEA analyses [25, 26]), angiogenesis, and various inflammatory pathways in the diabetic group, and enrichment of oxidative phosphorylation and fatty acid metabolism in the non-diabetic group (S2 Fig). Analysis of Canonical Pathways showed upregulation of inflammatory pathways and downregulation of oxidative phosphorylation in diabetes (S2 Fig). Overall, electron transport complex and protein degradation were two of the main clusters of downregulated pathways, while extracellular matrix interactions and PKA activity were upregulated in diabetes (S2 Fig).

Following the initial grouped analysis, we examined the changes in individual MEC types. Volcano plots showed 771 differentially expressed genes in retMECs, 1274 in renMECs, and 1154 in carMECs in response to hyperglycemia in diabetes (Fig 2C–2E); carMECs showed noticeable skew toward the non-diabetic condition (Fig 2E). 

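renMECs had the most probes changed in diabetes by edgeR's quasi-likelihood test, with 308 lower and 44 higher of 9486 tested at an adjusted p under 0.05. The lower probes had a median log2 fold change of -1.11, and together they held 15.2% ± 1.26 of the counts of non-diabetic renMECs and 8.32% ± 0.43 of those of diabetic renMECs (SD, n = 3). The higher probes had a median of 1.23 and held 0.23% ± 0.02 and 0.60% ± 0.04 (SD, n = 3). In carMECs 19 probes were lower and 11 higher of 3247 tested, with medians of -1.14 and 1.20. In retMECs edgeR called 0 of 699 probes, with 21 higher and 1 lower at an unadjusted p under 0.05. That unadjusted split was 13 and 1 without non-diabetic retMEC region 2 and 55 and 0 without region 3. It was 28 and 32 without non-diabetic retMEC region 1, 192 and 925 without the count filter, and 25 and 20 by DESeq2. DESeq2 also called 0 after adjustment. edgeR without the count filter called 15 higher and 4 lower, and edgeR in 1 model of all 24 regions called 5 higher and 0 lower. In renMECs, probe RTS0064336 had 74.8 ± 12.9 scaled counts in diabetic and 448 ± 94.0 in non-diabetic regions (SD, n = 3), a log2 fold change of -2.58 (standard error 0.22, adjusted p = 5.1e-08 from edgeR). Probe RTS0076934 had 12.4 ± 4.63 and 137 ± 49.3 scaled counts (SD, n = 3), a log2 fold change of -3.53 (standard error 0.32, adjusted p = 1.4e-07 from edgeR). Probe RTS0069246 rose from 14.4 ± 3.57 to 52.2 ± 12.5 scaled counts (SD, n = 3), a log2 fold change of 1.94 (standard error 0.28, adjusted p = 0.00012 from edgeR). Probe RTS0068921 rose from 12.1 ± 2.13 to 38.8 ± 3.32 scaled counts (SD, n = 3), a log2 fold change of 1.61 (standard error 0.26, adjusted p = 0.00036 from edgeR). In simulated counts at the depth of each cell type, the test recovered 23.0% of 4-fold changes in retMECs, 79.0% in renMECs and 75.0% in carMECs. For 2-fold changes the shares were 3.0%, 26.0% and 30.0%. The 200 changed probes were among the 699, 9486 and 3247 probes kept by the filter, in the same order. Changes in probes that the filter removed are not covered, so these shares do not compare the cell types over all probes. At the thresholds of the study, the methods' t-test called 188 probes higher and 1056 lower in retMECs, 606 and 774 in renMECs, and 142 and 1157 in carMECs, and after Benjamini-Hochberg adjustment 1, 0 and 0. Of the carMEC probes called this way 89.1% were lower, against 84.9% in retMECs and 56.1% in renMECs, and the carMEC share was 62.2% with TMM, 56.4% with DESeq2's size factors and 70.2% by total counts. By total counts the renMEC direction turned, to 1587 probes higher and 341 lower (17.7%), as the median log2 ratio of all renMEC probes moved from 0.08 to 0.30.
The direction of the carMEC probes called by edgeR turned with the scaling, from 11 higher and 19 lower at the 75th percentile to 26 and 5 by TMM, 29 and 5 by DESeq2's size factors, and 17 and 6 by total counts, as the median log2 fold change over all carMEC probes tested moved from -0.10 to 0.10, 0.13 and 0.06. The renMEC probes were 39 higher and 359 lower by TMM and 37 and 347 by DESeq2's size factors. They were 110 higher and 141 lower by total counts, where the median over all probes moved from -0.09 to 0.14. At an unadjusted p under 0.05 the renMEC split turned, from 371 higher and 1169 lower to 1067 and 528 by total counts. By DESeq2's own test 19 probes were higher and 104 lower in renMECs and 11 higher and 8 lower in carMECs. In carMECs edgeR called 1 probe in the model of all 24 regions, 7 higher and 6 lower with no count filter, and 14 higher and 3 lower with the regions thinned to the lowest total count. The renMEC total was 85 without non-diabetic region 3 and 178 without diabetic region 1. With the replicate number as a block it was 573, 75 higher and 498 lower. The carMEC total was 12, with 9 higher, without non-diabetic region 2, and 6, 15 and 14 without diabetic regions 1, 2 and 3, with 5, 10 and 9 higher.

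**Figure D2:**
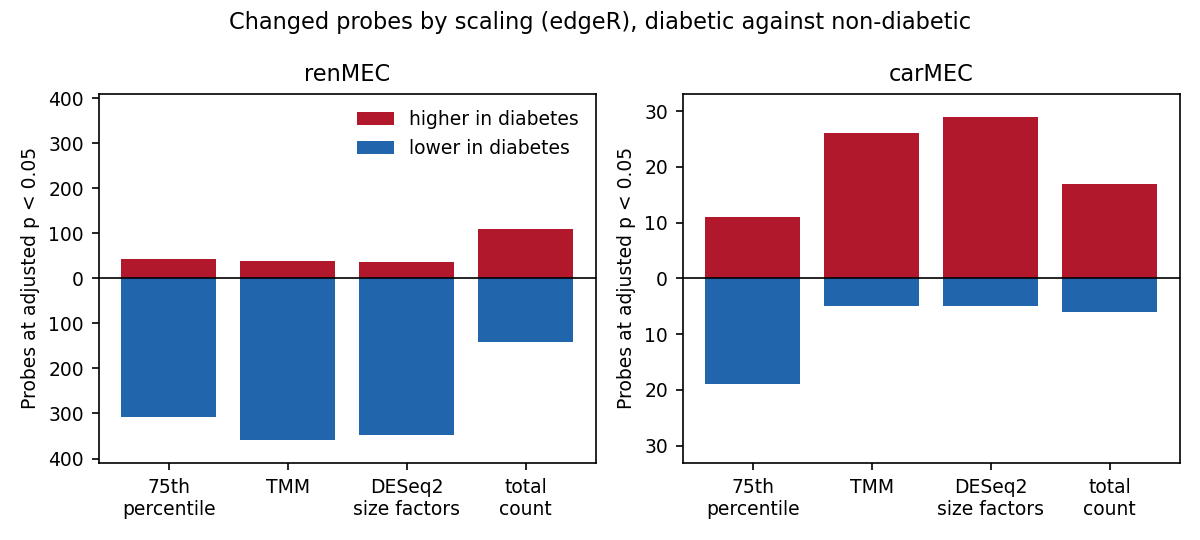
Number of probes changed in diabetes at an adjusted p under 0.05 from edgeR in renMECs (left) and carMECs (right), with probes higher in diabetes as bars above 0 and probes lower in diabetes as bars below 0, for 4 ways of scaling the counts. In carMECs the bars go from 11 higher and 19 lower with the 75th percentile to 26 higher and 5 lower with TMM.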

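The effect of diabetes itself differed between MEC types for 23 probes between retMECs and renMECs, 12 between retMECs and carMECs and 6 between carMECs and renMECs. Against renMECs, retMECs had a larger log2 fold change in diabetes for 19 probes and a smaller one for 4. Against carMECs, retMECs had a larger log2 fold change for 12 probes and a smaller one for 0. carMECs had a larger log2 fold change than renMECs for 6 probes and a smaller one for 0. These counts are from interaction contrasts of edgeR's quasi-likelihood test in 1 model of all 24 regions, at an adjusted p under 0.05 over 11299 probes. In simulated counts the contrasts recovered 12.0%, 19.0% and 38.0% of 4-fold and 1.0%, 0.0% and 3.0% of 2-fold changes in the order above, so differences of these sizes can be missed. At an unadjusted p under 0.05, 348 probes had the smaller change in retMECs against carMECs and 467 in carMECs against renMECs, and DESeq2 also called 0 in that direction in both. Across 8129 probes with a mean of at least 10 counts, the log2 fold changes in diabetes had Spearman correlations of -0.01 between retMECs and renMECs, 0.04 between retMECs and carMECs and 0.01 between renMECs and carMECs. None of these passed an exact permutation test over 400 pairs of relabelled divisions (adjusted p = 0.97, 0.4 and 0.735 over 6 pairs of cell types), and probes are not independent replicates. Over the 94 probes with at least 10 counts in every region the correlations were -0.17, -0.51 and 0.33 in the same order (adjusted p = 0.32, 0.09 and 0.09 by the same exact permutation test). DESeq2 called 68 (67 larger, 1 smaller), 20 and 26 probes in the 3 contrasts in the order above, and edgeR with TMM called 31 (29 larger, 2 smaller), 1 and 14. With all regions thinned to the lowest total count edgeR called 112, 1 and 35, with a median log2 difference of all probes tested of 1.43, 0.24 and 1.29, so the first and last of these counts go with a shift of all probes. For retMECs against renMECs, edgeR called 25 without non-diabetic retMEC region 1 (14 larger, 11 smaller). It called 48 without region 2 of that group (30 larger, 18 smaller) and 121 without region 3 (75 larger, 46 smaller). Without diabetic retMEC region 1 it called 6, all larger. Without diabetic renMEC regions 1, 2 and 3 it called 15, 45 and 12, with 4, 13 and 4 smaller. For retMECs against carMECs, it called 0 without diabetic retMEC region 1 (338 higher and 799 lower at an unadjusted p under 0.05), 34 and 7 without non-diabetic retMEC regions 3 and 1, 1, 2 and 4 without diabetic carMEC regions 1, 2 and 3, and 1 without either of non-diabetic carMEC regions 1 and 2. That count was 7 and 5 without diabetic renMEC regions 1 and 3, 6 and 4 without non-diabetic renMEC regions 2 and 3, and 6 without any of regions 1 and 3 of either neuronal group. For carMECs against renMECs, it called 13 without non-diabetic retMEC region 1, 17 without diabetic renMEC region 2, 2 without non-diabetic carMEC region 1, and 3 and 2 without diabetic carMEC regions 1 and 2. The regions of a group come from 3 mice that the labels do not identify, so the p-values do not account for the mouse. In most MEC types, the paper finds more pathways altered in that type alone than shared with another. From this it concludes that MECs of different organs largely respond differently in diabetes.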

GSEA showed differential enrichment of Hallmark Pathways across MECs from different organs (Fig 3A, 3C, 3E, 3G). Mesenchymal transition, which was found to be significantly enriched in MECs in diabetes, was only significantly enriched in diabetic retMECs and renMECs, but not in carMECs (Fig 3G). The Hallmark Androgen Response pathway on the other hand, was not found to be altered in grouped MECs, is significantly enriched in retMECs of diabetic mice, enriched in renMECs of non-diabetic mice, and not significantly changed in carMECs (Fig 3G). GSEA revealed the highest number of significantly altered Canonical Pathways in renMECs, while carMECs had the lowest. Enrichment of various inflammatory pathways were present across all MECs (Fig 3B, 3D, 3F). In pathways that were significantly enriched in all three MEC types, retMECs and carMECs often responded similarly to hyperglycemia, while renMECs often responded in the opposite manner (Fig 3H).

**Fig 3:**
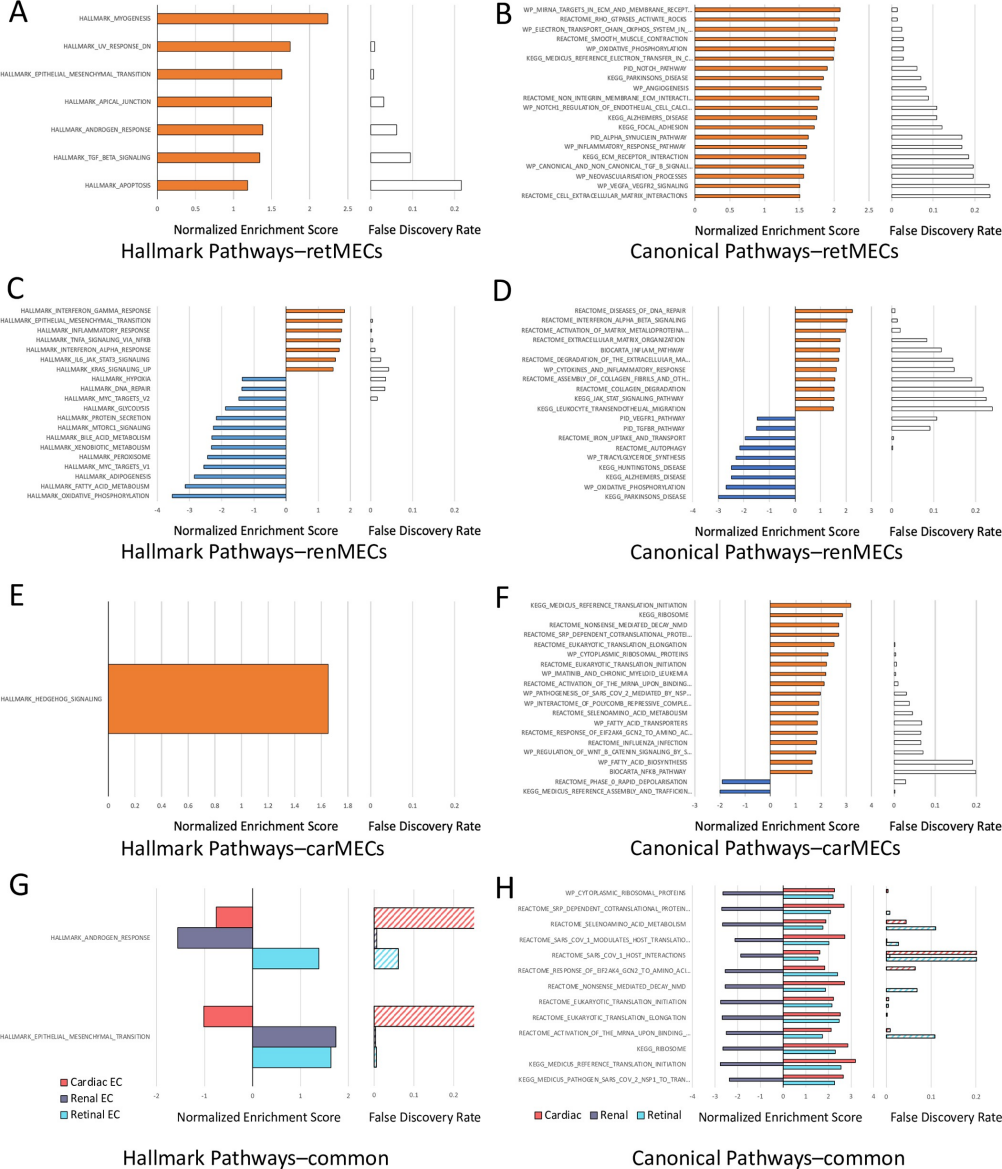
Differential gene set enrichment in retinal, renal, and cardiac MECs in response to hyperglycemia in diabetes. Significantly enriched gene sets from the Hallmark Pathways collection and selected significantly enriched gene sets from the Canonical Pathways collection in retMECs(A, B), renMECs(C, D), and carMECs(E, F). G) Gene sets significantly enriched in two or more MEC types from the Hallmarks Pathways gene set and H) selected significantly enriched gene sets in all MECs from the Canonical Pathways gene set.

### Analysis of selected transcripts show retinal and cardiac MECs respond differently to hyperglycemia *in vitro*

We expanded our study to see if MECs exhibit heterogeneity *in vitro*. To this extent we investigated retMECs and carMECs, using HRMECs and HCMECs respectively, because while they were transcriptomically distinct, they had more in common with one another than with renMECs. MEC-specific changes to *ANXA2* and *DNAJA1*, which were shown by the volcano plots to be significantly upregulated in retMECs, and unchanged and downregulated respectively in carMECs, were reproduced *in vitro*. Both *ANXA2* and *DNAJA1* were significantly upregulated in HRMECs in response to HG, while in HCMECs, *ANXA2* showed no significant changes, and *DNAJA1* was significantly decreased (Fig 4A, 4B). We further examined several key extracellular matrix proteins, because “extracellular matrix interactions” was a notable cluster of gene sets that were shown to be upregulated in GSEA and network clustering analyses. COL1A1 was significantly upregulated in HCMECs in response to HG but showed no significant change HRMECs (Fig 4C). Inversely, COL4A1 was significantly upregulation in HRMECs but not in HCMECs in response to HG (Fig 4D). FN1 was significantly increased in both HRMECs and HCMECs in response to HG (Fig 4E). None of these genes were altered by high osmolarity in either cell type (S3 Fig).

**Fig 4:**
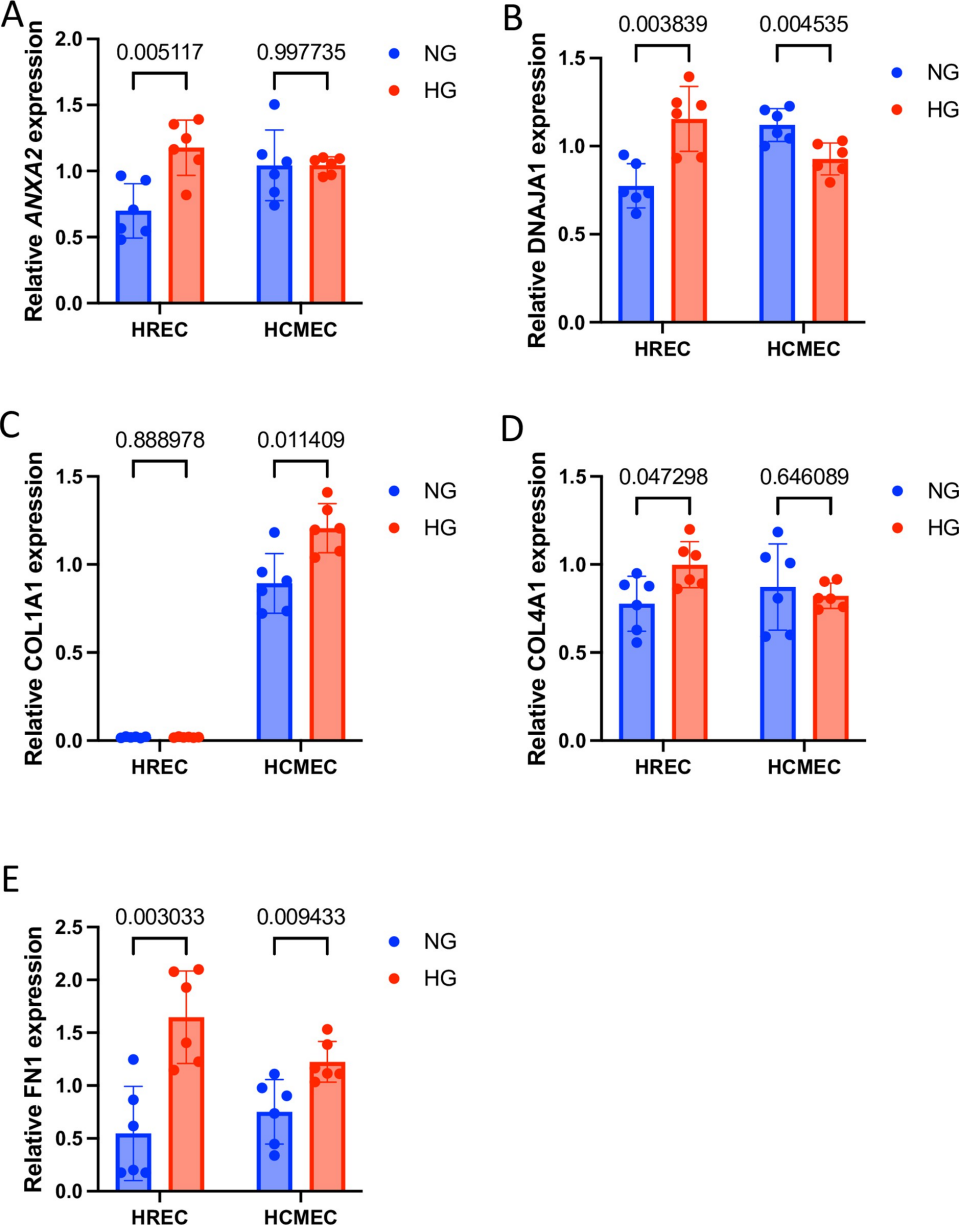
Differential response between retMECs and carMECs to high glucose *in vitro*. High glucose(25 mM; 48 hrs) caused significant regulation of A) *ANXA2* and B) *DNAJA1* in HRMECs. *ANXA2* experienced no significant changes and *DNAJA1* was significantly downregulated in HCMECs cultured with high glucose. HCMECs showed significant upregulation of C) *COL1A1* and no significant alteration of D) *COL4A1* in response to high glucose, while HRMECs showed significant upregulation of *COL4A1* but not *COL1A1*. Both HRMECs and HCMECs showed significant upregulation of E) *FN1*. n = 6 for each group. Gene expressions normalized to *ACTB*. Data expressed as mean ± standard deviation. Adjusted p values < 0.05 were considered significant.

### Tissue factors in the retinal environment do not induce similar responses in retMECs and retinal neuronal cells

We further examined what effects tissue-specific factors had on different cell types situated in the same environment. 

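Retinal neuronal cells were captured as NeuN+ regions of the retina, NeuN being a nuclear protein of neurons, with 3 regions from non-diabetic and 3 from diabetic mice. Total counts ranged from 244551 to 788146 per region (median 372615) without diabetes and from 78053 to 168298 (median 163911) with diabetes. Diabetic neuronal region 2 had the fewest reads of all regions, 122833, and 66.7% of its aligned reads were unique molecules, against 1.07% to 25.9% in the other 23 regions. The 75th percentile was 11 to 35 counts in the non-diabetic and 4 to 7 counts in the diabetic neuronal regions. Total counts were also lower with diabetes in the other cell types: the mean log2 difference was -1.37 in retMECs, -1.02 in renMECs, -1.45 in carMECs and -1.69 in neuronal cells. Averaged over the 4 cell types it was -1.38 (two-sided exact permutation p = 0.00026 over 160000 relabellings within cell types), where regions of the same mice count as independent, so this p is too small. The neuronal regions were on plate 2 and the retMEC regions on plate 1. Comparisons of retMECs with neuronal cells at the basal level therefore cannot be told apart from a difference between plates. Counts were scaled and tested as for the MECs.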

To this effect, we examined retMECs and retinal neuronal cells. As MECs had been the primary focus of this study, we did not distinguish between subtypes of NeuN^+^ cells of the retina as we had done with CD31^+^ cells. Dimensionality reduction analyses showed that retMECs were different from retinal neuronal cells at the basal level (Fig 5A, 5B). 

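Non-diabetic retMECs and retinal neuronal cells differed in 947 probes, of which 723 were lower and 224 higher in retMECs. The lower probes had a median log2 difference of -1.58, with 177 of them over 4-fold, and the higher probes had a median of 1.53, with 43 over 4-fold. These counts are from edgeR's quasi-likelihood test at an adjusted p under 0.05 over 9787 probes. On scaled counts, regions of different cell types lay 2.55 times as far apart as regions of the same type, and each of the 6 regions had its nearest neighbour in its own type. This was the largest ratio of the 10 possible divisions (one-sided exact permutation p = 0.1, the smallest that 3 regions against 3 allow). The first 2 principal components held 87.3% and 11.0% of the variance. On log2(scaled count + 1) the ratio was 1.15, and 3 of the 6 nearest neighbours were of the same type. The 3 retMEC regions were all on plate 1 and the 3 neuronal regions all on plate 2. The total of 947 was 414 without retMEC region 2, 507 without neuronal region 2, 572 without neuronal region 3, 622 with TMM, 468 with DESeq2, 148 with the regions thinned to the lowest total count (median log2 difference of all probes tested -0.73) and 51 over probes with at least 10 counts in every region; with DESeq2 the median log2 difference of all probes tested moved from -0.17 to 0.02. Regions of both types come from the same 3 mice, which the labels do not identify, so the p-values do not account for the mouse.

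**Figure D3:**
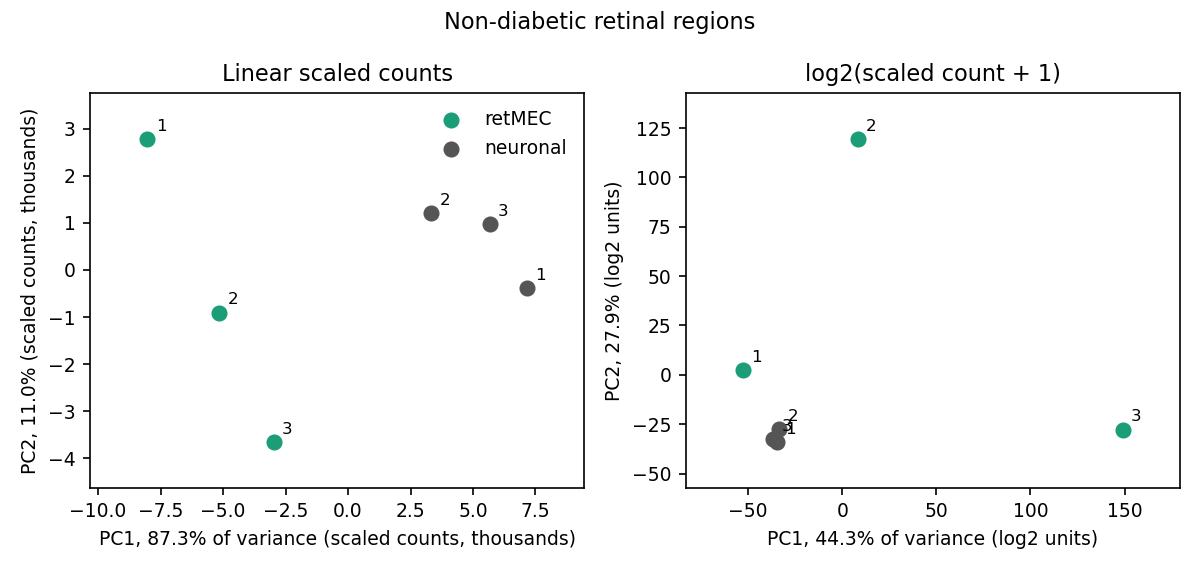
Principal component scores of the 3 retMEC and 3 neuronal regions of non-diabetic retinas, 1 point per region with its replicate number, on linear scaled counts (left, axes in units of 1000 scaled counts) and on log2(scaled count + 1) (right, axes in log2 units). On the left the cell types lie on opposite sides of the first axis, which holds 87.3% of the variance; on the right the neuronal regions lie together and the retMEC regions lie apart from each other.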

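In retinal neuronal cells 45 probes were lower and 6 higher in diabetes by edgeR's quasi-likelihood test, at an adjusted p under 0.05 over 4135 probes. The lower probes had a median log2 fold change of -1.11 and held 2.56% ± 0.55 of the counts of non-diabetic and 1.27% ± 0.17 of those of diabetic neuronal regions (SD, n = 3). The higher probes had a median of 1.05. These 51 calls became 1 in 1 model of all 24 regions, 18 with no count filter and 25 with DESeq2. They became 19 with the replicate number as a block (3 higher, 16 lower) and 14 with the regions thinned to the lowest total count. Over probes with at least 10 counts in every region 24 were higher and 27 lower. At the thresholds of the study, the methods' t-test called 201 probes higher and 1052 lower in neuronal cells, and 2 of all these after Benjamini-Hochberg adjustment. With TMM it called 321 and 793, and with DESeq2's size factors 367 and 743. Of the 1244 probes that it called in retMECs, 90 were also called in neuronal cells, 62 of them in the same direction, with 1 higher in both and 61 lower in both. Independent lists of these sizes share 77.3 of the 20174 probes tested in both, 55.1 of them lower in both and 1.87 higher in both (two-sided Fisher's exact test of the overlap, p = 0.13, over probes, which are not independent). Over probes with at least 10 counts in at least 1 region 86 were shared against 70 expected (two-sided Fisher's exact test, p = 0.048). The p of this test was 0.026 without diabetic retMEC region 2, 0.049 without diabetic neuronal region 3 and 0.048 with counts of 0 set to 1 over 18376 probes. In all other settings it was 0.053 or higher, such as 0.2 on log2 values, 0.3 with TMM and 0.89 without non-diabetic neuronal region 1. The overlap was 52 without non-diabetic neuronal region 1 and 55 without non-diabetic neuronal region 2. Counts drawn from 1 profile per cell type at the real totals, with no probe changed, gave lists of similar size. They held 1213 ± 46.1 calls in retMECs and 1127 ± 71.6 in neuronal cells (SD over 100 draws), 86.0% lower in each. Lists of about this size and direction thus arise with no change, so their overlap cannot tell whether the cell types share a response. By edgeR the overlap was 0 because retMECs had no call. The effect of diabetes differed between retMECs and neuronal cells for 32 probes by edgeR's interaction contrast over all 24 regions, with a larger log2 fold change in retMECs for 31 and a smaller one for 1. With all regions thinned to the lowest total count it called 0 of 770 probes, with 37 higher and 25 lower at an unadjusted p under 0.05, over probes with at least 10 counts in every region 11, and DESeq2 on all counts called 33. In simulated counts this contrast recovered 9.0% of 4-fold changes. Across 8129 probes the log2 fold changes of the cell types had a Spearman correlation of -0.03 (exact permutation test, adjusted p = 0.4), and over the 94 probes with at least 10 counts in every region a correlation of -0.40 (exact permutation test, adjusted p = 0.09). The edgeR split of 6 higher and 45 lower in neuronal cells was 13 and 19 with TMM and 20 and 19 with DESeq2's size factors. With the latter the median log2 fold change of all probes tested moved from -0.01 to 0.12. The split was 1 and 6 without non-diabetic region 2, 20 and 37 without diabetic region 2, and 2 and 3 without diabetic region 3. The 32 interaction probes were 18 without non-diabetic retMEC region 1, 75 without non-diabetic retMEC region 3, 3 without diabetic retMEC region 1, 1 without non-diabetic neuronal region 2, and 13 and 11 without diabetic neuronal regions 2 and 3. From the small overlap and the lack of exact matches among enriched pathways, the paper reasons that the tissue environment of the retina may not be enough to bring about common responses in retMECs and neuronal cells.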

Volcano plot showed 776 differentially expressed genes in neuronal cells (Fig 5C), of which 28 were also significantly changed in retMECs, and only 13 were altered in the same direction. GSEA found enrichment of phototransduction cascade, enrichment of complex IV activity, and decrease in NCAM1 interactions in neuronal cells in response to diabetes (Fig 5D, 5E). No exact matches in significantly enriched pathways were found between retMECs and the neuronal cells, but various pathways relating to electron transport were enriched across the two cell types in response to hyperglycemia.

**Fig 5:**
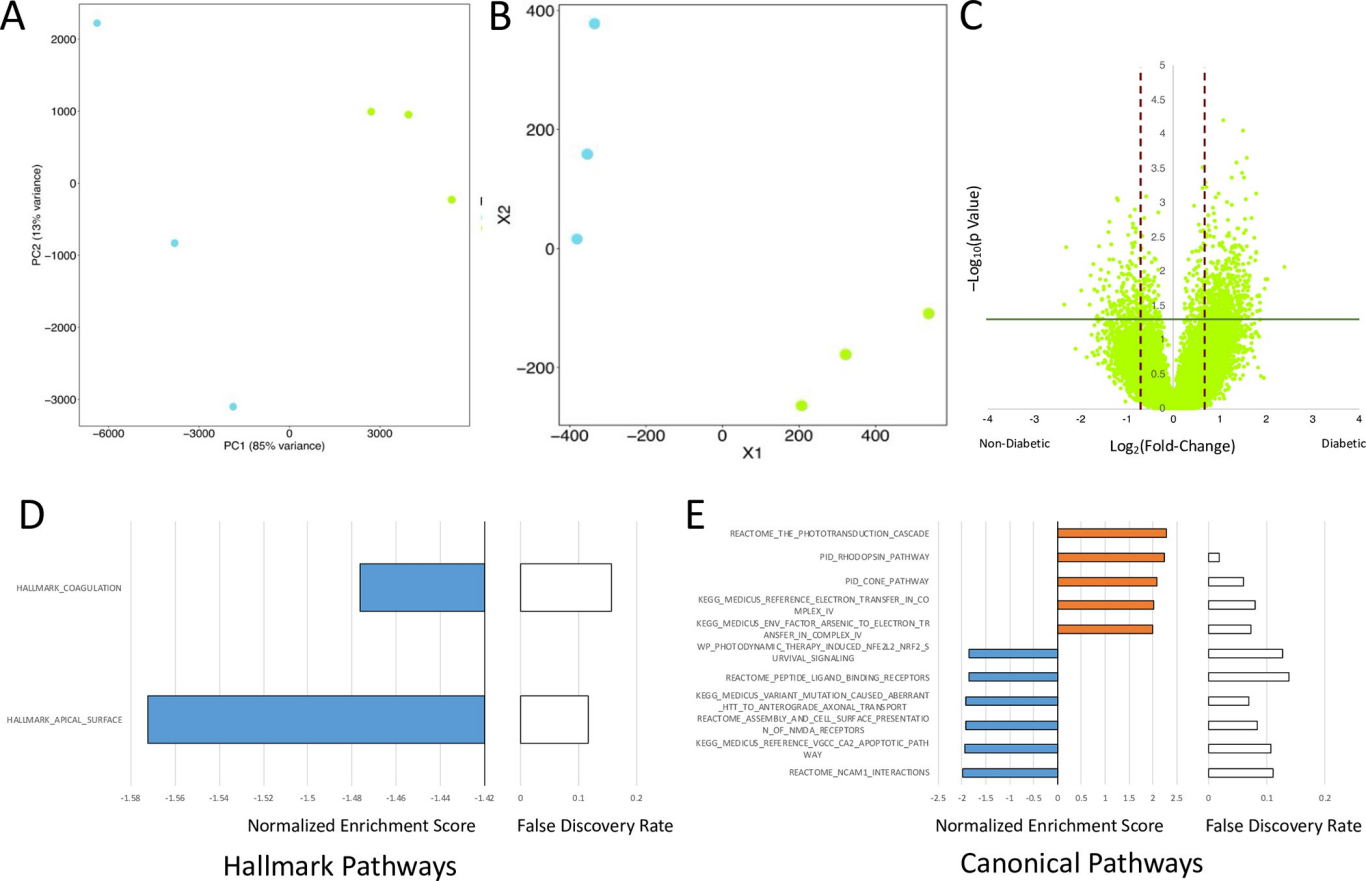
Close integration between retMECs and retinal neuronal cells in the neurovascular unit do not result in similar responses to hyperglycemia in diabetes. Dimensionality reduction analyses on non-diabetic retMECs and retinal neuronal cells via A) principal component analysis and B) T-distributed stochastic neighbor embedding. C) Volcano plot of differentially expressed genes retinal neuronal cells in diabetic vs non-diabetic conditions. p values were determined via Student’s T test; n = 3. Significantly enriched gene sets from D) the Hallmarks Pathways, and E) the Canonical Pathways collections.

## Discussion

Hyperglycemia-induced endothelial dysfunction is one of the earliest manifestations of diabetes and is a key process underlying all chronic complications of diabetes [6–8]. In this study, we examined transcriptomic changes in MECs in response to hyperglycemia in early diabetes, both as a broad group, and in separate target organs of common diabetic complications. We focused on early-stage changes in diabetes, as these changes likely constitute the initiating events leading to further tissue damage in chronic diabetic complications. We showed that MECs experience general changes such as downregulation of protein degradation and oxidative phosphorylation and upregulation of extracellular matrix interactions in response to diabetes. However, we found that MECs from different organs largely respond differently to hyperglycemic insult, with most MEC types having more uniquely altered pathways than shared pathways with other MEC types. This is supported by our finding that MECs from different organs are transcriptomically distinct from one another in the healthy state. We further showed that heterogeneity is ingrained in the distinct MEC types, such that HRMECs and HCMECs responded differently to hyperglycemia *in vitro*, out of their original tissue contexts. Separately, we found that despite producing unique responses across MECs, tissue-specific factors may not be sufficient to induce common responses in different cell types within the same organ.

The basic principles of hyperglycemia-induced endothelial damage have long been established. Excessive glucose enters the ECs via the constitutively expressed and insulin-independent glucose transporter, GLUT1, overwhelming the glycolytic and oxidative phosphorylation pathways [6–8]. The glycolytic intermediates get shunted off to more detrimental routes such as the polyol, hexosamine, protein kinase C and AGE pathways [6–8]. The extra flux through the electron transport chain increases ROS generation, which activates antioxidant systems, one side-effect of which is the inhibition a glycolytic enzyme GAPDH [6–8]. These series of intracellular changes occur in all vascular ECs exposed to high circulating glucose. It is therefore no surprise that commonly altered pathways would be produced in MECs of different origins. More interesting is the finding that MECs from different organs have a wider range of unique responses to hyperglycemia, which can be missed when looking at MECs as a general cell population. Gene sets such as WP_NEOVASCULARISATION_PROCESSES, which were only enriched in one type of MEC, and gene sets such as KEGG_ALZHEIMERS_DISEASE which were upregulated in one MEC type, downregulated in another, and not significantly changed in the third, were overlooked when examining MECs as a group. MEC heterogeneity likely reflects the influences by different tissue environments, and differential functions.

Intercellular communication can greatly influence gene expression and cellular behaviour. Transforming growth factor, inflammatory mediators, and angiogenic factors are common signalling factors stimulated by high glucose which induce specific changes in endothelial gene expression [6, 27–29]. However, there are signals that would be differentially present in different tissues depending on the cell types present. For example, retMECs, which are integrated with the neurovascular unit, are affected by hyperglycemia-induced accumulation of the neurotransmitter glutamate in diabetes, which can increase oxidative stress in the retina and retinal ECs [30]. retMECs are also influenced by Müller glia-derived signals, such as microRNA-containing exosomes, which have been reported to modulate angiogenesis [31, 32]. Contrastingly, carMECs are influenced by cardiomyocytes, fibroblasts and specialized conductive cells via paracrine factors [33]. carMECs have also been found to interface with cardiomyocytes via connexins, which form gap junctions, facilitating the passage intracellular signalling molecules [34, 35]. renMECs are surrounded by mesangial cells, podocytes, and the many specialized epithelial cells of the renal filtration system, and studies have highlighted the importance of crosstalk between the various cells in the maintenance of renal function and the progression of diabetic kidney disease [36, 37]. In all, every unique cell type in each tissue introduces a new set of signals which influence and modify the ultimate behavior of the MECs.

Having highlighted the impact that tissue-specific signals have on MEC responses to hyperglycemia, we further examined if common signals would produce similar responses in different cell types in the same tissue. This analysis was focused on the retina, where the MECs are most tightly integrated with non-MECs [10]. Unsurprisingly, retMECs and neuronal cells were different at a basal level. But given the closeness of these two cell types in the retina, retMECs and neuronal cells had unexpectedly little in common in their responses to hyperglycemia in diabetes. Both showed elevation of oxidative phosphorylation-related pathways, but this was the extent of similarities between the two cell types. These findings were surprising to us because signals present in the retinal neurovascular unit, such as increased accumulation of glutamate [30] or Müller glia-derived exosomes [31, 32], should somewhat similarly influence both cell types. One possible explanation for the lack of similar responses may be that the neuropil was less exposed to hyperglycemia in our model. As mentioned, the BRB strictly regulates the passage of substrates into and out of the retina, including glucose [11–13]. Endothelial dysfunction in diabetes eventually compromises the integrity of the BRB, leading to hyperglycemic damage to the rest of the retina [11–13]. Given our model is of early diabetes, it is possible that the neuronal retina did not experience as much hyperglycemic damage compared to retMECs. This would explain why retMECs showed enrichment of inflammatory pathways while the neuronal cells did not, even though inflammation known to occur in the neuronal cells in response to hyperglycemia [31]. Longer-term models may be required to elucidate whether tissue-specific signals produce similar responses in different cell types.

Apart from the differential influence on MECs by non-ECs in different tissues, the innate physiological function of the MEC likely also plays a role in their transcriptomic heterogeneity. retMECs form the BRB, an exceedingly strict barrier. carMECs form “classical” capillaries, supporting the passage of some molecules and nutrients while restricting the movement of larger molecules and fluids [14, 15]. renMECs form leaky fenestrated capillaries, allowing the passage of solutes by simple diffusion [14, 15]. Among the pathways which were significantly enriched in all MEC types in response to diabetes, we found that carMECs and retMECs were consistently more similar to each other and different from renMECs. This finding may be attributable to the fact that renMECs are the odd ones out among the three MEC types, forming fenestrated capillaries, compared to retMECs and carMECs which form continuous capillaries. At the basic level, renMECs lack the tight junctions that help restrict vascular permeability, and in their place, are leaky fenestra that permit free diffusion of solutes [14, 15]. This may inform how renMECs interact differently with, and therefore respond differently to hyperglycemia in diabetes compared to retMECs and carMECs. It must be noted however, that despite being more similar to each other than to renMECs, carMECs and retMECs are still functionally and transcriptomically distinct. Regular continuous capillaries permit limited paracellular transport of glucose while specialized barriers do not [15, 38].

The effects of tissue-specific intercellular signalling and differential functional demands on MEC transcriptomic heterogeneity are persistent, even when MECs are taken out of their tissue contexts. We found differential alteration of a select set of transcripts in response to hyperglycemia in HRMECs and HCMECs. *ANXA2* and *DNAJA1* were genes that were significantly upregulated in HRMECs but showed no change and downregulation respectively in HCMECs. *ANXA2* encodes annexin A2, a protein that can be involved in fibrinolysis, mesenchymal transformation, and collagen secretion [39–42]. *DNAJA1* encodes the DnaJ heat shock protein family(Hsp40) member A1, which has been reported to have angiogenic effects on ECs [43]. Why these genes responded differently to hyperglycemia in HRMECs vs HCMECs would be a matter of speculation, as these would require far more in-depth investigation; however, it is important to note that this pattern of change is consistent between Nanostring and *in vitro* analyses, meaning that MEC heterogeneity persists in the absence of tissue-specific stimuli. We further examined the expressions of several extracellular matrix(ECM) genes, *COL1A1*, *COL4A1*, and *FN1*, because the gene set enrichment analysis indicated enrichment of ECM deposition by MECs in diabetes. *COL1A1* and *COL4A1* encode the alpha 1 subunits of type 1 and type 4 collagen respectively. Type 1 collagen is the predominant type of collagen found in the cardiac ECM [44] and type 4 collagen is the primary type found in retinal ECM [45]. HRMECs showed significant upregulation of *COL4A1*, but not *COL1A1*, whereas HCMECs showed the opposite. Both cell types showed increased expression of *FN1*, which encodes fibronectin, a important ECM protein across both MEC types [46, 47]. This consolidates the notion that MECs exhibit heterogeneity without continual exposure tissue specific factors, and highlights the importance of using tissue-specific ECs for diabetes research.

For this study, we utilized a spatial transcriptomic approach, which provides a novel lens for investigating specific ECs. While we are cognizant that this approach is not without its limitations—such as the limits of resolution for UV cleavage in the Nanostring workflow, or the potential for RNA degradation in FFPE tissues—we believe that the spatial approach offers key benefits and insights. Other approaches, such as single cell sequencing paired with fluorescence-activated cell sorting, often have limited ability to distinguish different types of MECs, for example, intraretinal MECs vs choroidal MECs of the eye, or glomerular MECs vs MECs of the peritubular capillaries of the kidneys. The spatial approach allowed us to selectively analyze specific MECs of interest in our tissues. We further recognize the potential limitations imposed by our usage of male mice, which was a decision based on lack of sex-differences in our previous work done with our early diabetes model. We do, however, understand the importance of using both sexes in cardiovascular research.

In summary, we have shown that MECs from various target organs of diabetic complications show some generic responses to hyperglycemia but are largely distinct from one another, both at the basal level, and in their early responses to diabetes. We further showed that MEC heterogeneity persists outside of their original tissue contexts and may therefore be epigenetically propagated. Separately we investigated the potential of tissue-specific factors driving similar responses in different cell types, and found limited shared responses in retMECs and retinal neuronal cells in our model. While further work may be required to fully elucidate the effect of tissue-specific factors on transcriptomic responses in different MEC types, our current findings highlight the heterogeneity of MECs both in the non-diabetic state and in their responses to hyperglycemic insult. In all, our findings reveal that organ specific MEC heterogeneity may influence the development of pathologic changes in target organs of chronic diabetic complications; such heterogeneity may inform treatment strategies and drug development for different complications.

## Supporting information

S1 Fig Example of identification of regions of interest from retinal, renal, and cardiac tissues. CD31+ regions corresponding to microvascular endothelial cells were identified as regions of interest for UV excision of barcoded oligonucleotides. CD31+ regions corresponding to larger vessels were excluded from UV excision.
(TIF)

S2 Fig Hyperglycemia alters gene expression in MECs. Gene expression data from MECs from retinas, kidneys, and hearts of diabetic or non-diabetic mice (3 each) were pooled and defined as general non-diabetic and diabetic MECs. A) volcano plot of differentially expressed genes between pooled diabetic and non-diabetic MECs. p values were determined via Student’s T test. B) Differentially enriched pathways between pooled diabetic and non-diabetic MECs from the Hallmarks gene set. C) Differentially enriched pathways between pooled diabetic and non-diabetic MECs from the Canonical Pathways gene set. D) Visualization and grouping of differentially enriched pathways from the Canonical Pathways gene set.
(TIF)

S3 Fig Gene expressions in HRECs and HCMECs are not influenced by high osmolarity. Cells cultured with L-glucose (OSM; 25mM; 48 hrs) showed no significance difference in expressions of A) *ANXA2* and B) *DNAJA1* C) *COL1A1* D) *COL4A1* or E) *FN1* compared with NG (5mM; 48 hrs). n = 6 for each group. Gene expressions normalized to *ACTB*. Data expressed as mean ± standard deviation. Adjusted p values < 0.05 were considered significant.
(TIF)

S1 Table Mouse urine glucose and ketone data.

## Abbreviations

BRB: blood-retinal barrier
carMEC: cardiac microvascular endothelial cells
DCM: diabetic cardiomyopathy
DN: diabetic nephropathy
DR: diabetic retinopathy
EC: endothelial cell
ECM: extracellular matrix
HCMEC: human cardiac microvascular endothelial cell
HG: high glucose
HRMEC: human retinal endothelial cell
MEC: microvascular endothelial cel
NG: normal glucose
PCA: principal component analysis
renMEC: renal microvascular endothelial cell
retMECs: retinal microvascular endothelial cell
T-SNE: T: distributed stochastic neighbor embedding

# Supplementary material for: Differential microvascular endothelial cell responses in the retina in diabetes compared to the heart and kidneys, a spatial transcriptomic analysis
**Source:** PLoS One. 2024 Dec 31;19(12):e0310949. doi: 10.1371/journal.pone.0310949
**Supplement:** S1 Table

**Table 1. Mouse urine glucose**

| Animal | | Week | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 |
| Non-diabetic | 1 | – | – | – | – | – | – | – | – |
|  | 2 | – | – | – | – | – | – | – | – |
|  | 3 | – | – | – | – | – | – | – | – |
| Diabetic | 1 | – | ± | ± | + | + | + | + | +/++ |
|  | 2 | – | ± | ± | + | + | + | + | +/++ |
|  | 3 | – | ± | ± | ± | + | + | + | + |

Semi-quantitative assessment, as measured by urine strips (URiSCAN GluKeto 2); – = negative, ± = 100 mg/100 mL, + = 250 mg/100mL, ++ = 500 mg/100mL.

**Table 2. Mouse urine ketone**

| Animal | | Week | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 |
| Non-diabetic | 1 | – | – | – | – | – | – | – | – |
|  | 2 | – | – | – | – | – | – | – | – |
|  | 3 | – | – | – | – | – | – | – | – |
| Diabetic | 1 | – | – | – | – | – | – | ± | + |
|  | 2 | – | – | – | – | – | – | ± | + |
|  | 3 | – | – | – | – | – | – | – | + |

Semi-quantitative assessment, as measured by urine strips (URiSCAN GluKeto 2); – = negative, ± = 5 mg/100 mL, + = 10 mg/100mL.

How the deposited data were processed for this re-analysis (not part of the article)

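Transcripts were counted in 24 regions of mouse tissue sections with the GeoMx Mouse Whole Transcriptome Atlas. The regions were CD31+ regions of the retina, kidney and heart (retMECs, renMECs and carMECs) and NeuN+ regions of the retina (neuronal), with 3 regions per cell type from non-diabetic and 3 from diabetic mice. Conditions and replicate numbers were taken from the sample labels and the methods; the labels of diabetic carMEC regions 2 and 3 name the heart but not MECs, and they were assigned because the study reports no other regions of the heart. The study used 3 mice per group, and the labels do not tie regions to animals, so tests of diabetes pooled over cell types count some regions of the same mouse as independent and their p-values are too small. In comparisons between cell types, and of the diabetes effect between cell types, the mouse could not be kept as a block, so the p-values do not account for it. The labels place the 6 retMEC regions on plate 1 and the other 18 on plate 2.

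The authors deposited 1 list of counts per region. Their pipeline, named in the submitters' processing notes as GeoMx NGS Pipeline 2.3.4, trimmed and stitched the reads, aligned them to the probe barcodes and kept 1 count per unique molecular identifier. The deposited counts are not scaled, a probe with a count of 0 is not listed, and the quality control, the exclusion of genes and the 75th percentile scaling described in the methods had not been applied to them. The lists hold probe IDs and no gene symbols, and the reference table used here pairs none of the IDs with a gene, so genes that the paper names, gene sets, cell type markers and background probes were not analysed here. Gene lists had been drawn up, but without gene symbols none of them was tested. Without symbols, the probes named are at most the 2 probes that rose and the 2 that fell with the smallest p in a comparison, given for renMECs only.

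Probes with a count in at least 1 region numbered 20186 and entered the analysis with counts of 0 where they were not listed. Total counts per region ranged from 28722 to 1451915, and the 75th percentile of a region from 2 to 53 counts, so single probes of the shallow regions rest on a few counts. No replicates were the same library deposited more than once: the chi-square per degree of freedom between the counts of 2 replicates was between 1.1 and 7.16. Whether same-numbered regions deviate together was checked on all 28 pairs of conditions, and in 0 of them were all same-numbered correlations over 0.1.

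The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, robust fit) on the counts, with upper-quartile factors at the 75th percentile over all probes, edgeR's filter at a minimum of 10 counts and a Benjamini-Hochberg adjusted p under 0.05. Each diabetes comparison used the 6 regions of its cell type, the pooled comparison the 18 MEC regions with organ as a term, the basal comparison of MECs the 9 non-diabetic MEC regions, and the interaction contrasts all 24 regions. Simulated counts at the real depths were used to test each of the 13 fits. With no probe changed, 0 probes were called. With 200 probes changed, unchanged probes were 0 of 26 calls in retMECs, 8 of 113 in renMECs and 6 of 111 in carMECs. They were 3 of 128 in neuronal cells and 8 of 174 in pooled MECs. At the basal level they ranged from 2 of 78 for retMECs against renMECs to 8 of 101 for carMECs against renMECs. In the interaction contrasts they ranged from 0 of 19 for retMECs against carMECs to 1 of 11 for retMECs against neuronal cells. With 200 changed, 2-fold changes were recovered at 3.0% in retMECs, 26.0% in renMECs, 30.0% in carMECs, 43.0% in neuronal cells and 75.0% in pooled MECs. The changed probes were among those kept by the filter of each fit, from 699 in retMECs to 9486 in renMECs for single cell types. The shares therefore do not cover the probes removed. The methods' t-test was run on linear scaled counts at p under 0.05 and a fold change over 1.5, and again after Benjamini-Hochberg adjustment.

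Distances between regions were Euclidean distances of linear scaled counts, with exact permutation of the region labels, and principal components were computed without scaling of probes. T-SNE was replaced by the nearest neighbour of each region, because with 9 points it depends on the seed and the perplexity. Log2 fold changes for correlations between cell types used a pseudocount of 0.5 over probes with a mean of at least 10 counts. Alternatives set before the data were examined were TMM, DESeq2 1.42.0, no filter, at least 10 counts in every region, a replicate block, 1 model of all 24 regions, other scales for distances, other settings of the methods' t-test and leaving out each region in turn. Total-count scaling of the edgeR tests (set beforehand for the direction of the carMEC calls, and as counts scaled by their total for grouping and distances), thinning to the lowest total count, an interpolated 75th percentile, the pooled comparison without renMECs, other scalings of the methods' t-test, counts of 0 set to 1 and a restriction to 18376 probes were added after seeing the data. Distances and tests outside R used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Gene set enrichment and the cell culture measurements of the study were not analysed here.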

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

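For the lower probes of diabetic renMECs, the tests by thinning and by total counts were chosen only after the result was seen, the matching of probes by abundance was narrowed after a first run with the same difference, and the comparison with neuronal cells was not set beforehand.

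Among the 9 non-diabetic MEC regions, renMEC region 3 had a total of 1451915 counts, far above the next highest, 568886 (a gap of 0.639 of the whole range), and without it edgeR called 85 probes in renMECs rather than 352. In the same 9 regions, retMEC region 3 had the fewest probes detected, 17324, against 18936 in the next lowest (0.563 of the range). Chance marks about 1 in 20 such groups.

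The effect of diabetes differed between cell types, by edgeR's interaction contrasts over all 24 regions, for 23 probes between retMECs and renMECs, 12 between retMECs and carMECs, 6 between carMECs and renMECs and 32 between retMECs and neuronal cells. Diabetes labels were exchanged at random within the 4 cell types, and 60 labellings were tested, the real one included. As many calls arose in 1 of the 60 for retMECs against carMECs (highest other 5) and for retMECs against neuronal cells (highest other 14), and in 2 of the 60 for retMECs against renMECs (highest other 24) and carMECs against renMECs (highest other 11), so chance is excluded at a share under 0.05 only with regions of the same mice taken as independent, and in each of the latter pairs 1 relabelling gave more calls than the real labels. The regions come from 3 mice per group, which the labels do not identify, and exchanging whole mice would allow 10 splits, too few for a share under 0.05. Without diabetic retMEC region 1 the 4 counts were 6, 0, 6 and 3; for the 0, edgeR had 338 higher and 799 lower at an unadjusted p under 0.05.

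The share of counts in the 200 most counted probes of a region was 29.8% ± 1.61 in non-diabetic and 23.1% ± 0.75 in diabetic renMECs, and 24.5% ± 1.41 and 29.8% ± 0.67 in neuronal cells (SD, n = 3). The difference between these changes was -12.0 percentage points (two-sided exact permutation p = 0.005, the smallest that 400 relabellings allow, adjusted p = 0.03 over 6 pairs of cell types). The share rose by 5.20 points in retMECs and 1.73 in carMECs, and the differences of their changes from that in renMECs were 11.9 for retMECs against renMECs and -8.5 for renMECs against carMECs, each with an adjusted p of 0.05 by the same exact permutation test. These p-values take regions of the same mice as independent. Exchanging whole mice would allow 10 splits, too few for a p under 0.05. The retMEC value includes non-diabetic region 1, whose share was 3.4%.

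In diabetic renMECs 308 of 352 calls were lower. Lower depth of the diabetic regions is argued against, since with all regions thinned to the lowest total 246 of 264 calls were lower. A more even signal over all probes would lower probes of like abundance alike. As the whole cause it is argued against by the 1109 probes at least 2-fold higher over all 6 renMEC regions than over the 6 carMEC regions. The 1040 of them that could be matched had a median log2 fold change of -0.46. Other probes of the same mean level in renMECs had -0.30, a difference of -0.16. For probes higher than in neuronal cells the difference was -0.02, so an even signal stays open as a part. Added signal that differs from probe to probe could lower matched probes unequally, so this comparison cannot decide about it. Scaling cannot be told apart as a part of the direction, since total counts gave 110 higher and 141 lower, the sign of the majority staying with a smaller margin. The other scalings kept the margin, with 39 higher and 359 lower by TMM, 37 and 347 by DESeq2's size factors and 44 and 319 by the interpolated percentile. A candidate explanation that stays open is a change centred on the transcripts that set the kidney regions apart from the heart regions, whose difference was -11.5 SD of 1000 matched draws that take probes as independent; they hold 67.9% of the lower calls and 11.7% of probes tested, but probes higher than in neuronal cells hold 78.2% and 18.7%, so the share of calls is not particular to the comparison with the heart, and whether the transcripts come from endothelial or other captured cells was not tested.

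With 3 regions against 3 there are 10 splits, too few for a share under 0.05. The real counts and the highest of the other splits were 352 and 19 in renMECs, 30 and 3 in carMECs, 51 and 1 in neuronal cells, and at the basal level 2504 for retMECs against renMECs, 379 for retMECs against carMECs, 3145 for carMECs against renMECs and 947 for retMECs against neuronal cells, with 0 in all their other splits; in each of these the real split alone, 1 of 10, gave as many. In retMECs, where edgeR called 0 in the real split and DESeq2 called 0, all 10 splits gave at least as many (highest 2). At an unadjusted p under 0.05 edgeR had 21 higher and 1 lower in the real split. Without non-diabetic retMEC region 1 it had 28 and 32, and DESeq2 on all 6 regions had 25 and 20. For pooled MECs, 1 of 100 drawn splits, the real one, reached 122 calls (highest other 38), so chance is excluded at a share under 0.05 only with regions of the same mice taken as independent; whole mice would again allow 10 splits.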

How the results depend on the processing

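Thinning, total counts (set before for the direction of the carMEC calls, grouping and distances), the interpolated percentile, the pooled test without renMECs and the settings of the methods' t-test with other scalings or with counts of 0 set to 1 were chosen after seeing the data; all other alternatives were set before, apart from leaving out regions in the basal retina grouping. Of 401 alternatives, 232 stayed on the same side of a test's threshold, within the spread or, for counts, within 1.5 times the reported total whatever its split, 160 moved and 9 reversed. Among the 232 the split turned in carMECs, from 11 higher and 19 lower to 26 and 5 with TMM and 17 and 6 by total counts, and in carMECs against renMECs, from 1586 and 1559 to 635 and 2175 with TMM, 889 and 1339 with the replicate block, 1113 and 1426 without renMEC region 2 and 1070 and 1190 without carMEC region 2. The 4 named renMEC probes kept their direction and passed the threshold in all 54 alternatives, and the grouping of basal MECs kept its exact permutation p under 0.05 in all its alternatives. Where the cause is not plain from the setting itself, such as fewer probes or regions, the cause was not tested. In simulated counts 3.0% of 2-fold changes were recovered in retMECs, among the 699 probes kept by the filter. The gene list changes in diabetes were not run, since the probes have no gene symbols here. In 0 of 28 pairs of conditions were all correlations of same-numbered regions over 0.1 (range -0.12 to 0.16). In 2 of the 28 every region correlates best with its own number. For non-diabetic with diabetic renMECs, 1 of these, they were 0.16, 0.12 and 0.08, against a mean of -0.06 for different numbers. The replicate block gave 573 calls in renMECs, 19 in neuronal cells and 7 for retMECs against carMECs, and moved no other total by over 1.5 times. Within those totals it changed the split from 897 higher and 1607 lower to 429 and 1348 for retMECs against renMECs, and from 11 and 19 to 9 and 11 in carMECs.

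Of diabetes calls, in retMECs edgeR gave 19 with no filter and 5 in 1 model of all 24 regions, against 0 in the reported test and with DESeq2. At an unadjusted p under 0.05 the reported test had 21 higher and 1 lower. That split was 28 and 32 without non-diabetic retMEC region 1, 25 and 20 with DESeq2 and 192 and 925 with no filter. In renMECs DESeq2 gave 123. carMECs had 19 with DESeq2, 13 with no filter, 1 in the model of all regions, 17 thinned and 17 with the interpolated percentile. Neuronal cells had 32 with TMM, 25 with DESeq2, 18 with no filter, 1 in the model of all regions and 14 thinned. Pooled MECs had 61 with TMM, 64 with DESeq2, 41 by total counts, 29 thinned, 5 with 1 value per replicate number, and by edgeR 0 with no organ term (56 higher and 216 lower at an unadjusted p under 0.05), 0 over the 117 probes with at least 10 counts in every region (5 and 0) and 0 without renMECs (37 and 19). The 9 regions per group come from 3 mice that the labels do not identify, so p-values are too small.

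The methods' t-test gave in retMECs 1244, on log2 values 1171, with at least 10 counts in at least 1 region 1155, with counts of 0 set to 1 789, with the 18376 probes of highest mean also 760, and after Benjamini-Hochberg adjustment 1. In the same order it gave 1380, 1350, 1373, 1387, 1299 and 0 in renMECs, 1299, 1123, 1280, 1331, 1170 and 0 in carMECs, 1253, 1045, 1225, 1294, 1171 and 2 in neuronal cells, and 859, 801, 858, 533, 487 and 0 in pooled MECs. With TMM, DESeq2's size factors and total counts it gave 1228, 1265 and 1151 in retMECs, 1423, 1425 and 1928 in renMECs, 929, 907 and 973 in carMECs, 1114, 1110 and 1228 in neuronal cells, and 681, 657 and 553 in pooled MECs.

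At the basal level, for retMECs against renMECs, retMECs against carMECs, carMECs against renMECs and retMECs against neuronal cells, at least 10 counts in every region gave 111, 47, 135 and 51, and thinning 545, 183, 576 and 148. DESeq2 gave 1387 for the first, 1419 for the third and 468 for the fourth, and TMM 622 for the fourth. For the difference in the diabetes effect between retMECs and renMECs, DESeq2 gave 68, at least 10 counts in every region 11 and thinning 112, with a median log2 change of 1.43 over all probes tested. Between retMECs and carMECs, TMM gave 1, DESeq2 20 and thinning 1; between carMECs and renMECs, TMM gave 14, DESeq2 26, thinning 35 (median of all probes tested 1.29) and at least 10 counts in every region 0 by edgeR (3 higher and 0 lower at an unadjusted p under 0.05); between retMECs and neuronal cells, at least 10 counts in every region gave 11 and thinning 0 by edgeR (37 higher and 25 lower at an unadjusted p under 0.05; DESeq2 on all counts 33).

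The ratio of the retMEC and carMEC distance to that of the next closest pair was 0.845 with scaling by total counts and 0.868 with at least 10 counts in every region, and reversed to 1.25 on log2 values and 1.28 with 1 minus the Spearman correlation. The share of lower calls in carMECs reversed from 63.3% to 16.1% with TMM, 14.7% with DESeq2's size factors and 26.1% by total counts. The overlap of retMECs and neuronal cells was 0 by edgeR's calls, since retMECs had none.

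Leaving out 1 region at a time, the lowest and highest values were 85 and 411 in renMECs, 6 and 32 in carMECs, 5 and 59 in neuronal cells, and 26 and 205 in pooled MECs. At the basal level they were 1474 and 3614 for retMECs against renMECs, 269 and 757 for retMECs against carMECs, 1526 and 4728 for carMECs against renMECs, and 414 and 1129 for retMECs against neuronal cells. For the difference in the diabetes effect, in the same order of pairs, they were 6 and 121, 0 and 34, 2 and 17, and 1 and 75. The ratio of distances lay between 0.567 and 0.739, the overlap between 52 and 115, and the share of lower carMEC calls between 16.7% (without diabetic region 1) and 75.0%; it was also below 50% without non-diabetic region 2 and without diabetic regions 2 and 3. In retMECs edgeR called 0 without any 1 region, and none of the 6 correlations between cell types passed at an adjusted p under 0.05 in any setting (lowest 0.06).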

Differences from the paper's values

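The settings with counts of 0 set to 1, with 18376 probes and with other scalings of the methods' t-test were chosen after seeing the values; the others were set before the data were examined.

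Counts are at the paper's thresholds, p under 0.05 and a fold change over 1.5, by the methods' t-test on the deposited counts scaled to the 75th percentile, except those of the adjusted test and of edgeR, which are at an adjusted p under 0.05. For retMECs the paper's value is 771 genes, and 1244 probes were found here. Of the alternatives set before the data were examined, the one over probes with at least 10 counts in at least 1 region, 1155, lies within 1.5 times the paper's value, as do 959 and 1093 without non-diabetic regions 1 and 2 and 998 and 1096 without diabetic regions 2 and 3, while 1557 without non-diabetic region 3 and 1334 without diabetic region 1 do not; log2 values gave 1171 and the adjusted test 1. Counts of 0 set to 1, chosen after seeing the values, gave 789, and the same with the 18376 probes of highest mean, chosen after seeing the values, gave 760. Of the scalings chosen after seeing the values, total counts gave 1151, within 1.5 times, and TMM 1228 and DESeq2's size factors 1265. How many of the paper's own genes these settings drop was not analysed here, because the probes have no gene symbols here. For neuronal cells the paper's value is 776 and the value here 1253. Log2 values, set before the data were examined, gave 1045, within 1.5 times, as did 874, 840 and 899 without non-diabetic regions 1, 2 and 3, while 1540, 1319 and 1566 without diabetic regions 1, 2 and 3 did not; at least 10 counts in at least 1 region gave 1225 and the adjusted test 2, and counts of 0 set to 1, over all and over 18376 probes, gave 1294 and 1171. Of the scalings chosen after seeing the values, TMM gave 1114 and DESeq2's size factors 1110, within 1.5 times, and total counts 1228.

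For pooled MECs the paper's value is 521 and the value here 859. None of the alternatives set before the data were examined came within 1.5 times: log2 values gave 801, at least 10 counts in at least 1 region 858 and the adjusted test 0. Counts of 0 set to 1 gave 533, and with the 18376 probes of highest mean 487, both chosen after seeing the values. The scalings chosen after seeing the values also came within 1.5 times, at 681 with TMM, 657 with DESeq2's size factors and 553 by total counts. For renMECs the paper's value is 1274 and the value here 1380, but by total counts, chosen after seeing the values, it was 1928, over 1.5 times the paper's.

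The paper gives 28 genes changed in both retMECs and neuronal cells, 13 of them in the same direction, and 90 and 62 were found here. No setting reached the paper's values. Log2 values gave 70 and 43, at least 10 counts in at least 1 region 86 and 61, and edgeR's calls 0 and 0, with no probe called in retMECs; counts of 0 set to 1 gave 64 and 41, and with the 18376 probes of highest mean 62 and 40. TMM gave 76 and 49, DESeq2's size factors 84 and 50, and total counts 81 and 48, all chosen after seeing the values. Of the 62 found here 61 were lower in both, where independent lists of these sizes give 55.1.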

Other observations

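The tests with counts drawn from 1 profile, on rounding of the 75th percentile and on non-diabetic retMEC region 1 were set before their results were seen, except that the log2 scale of the correlation for that region was not fixed beforehand; the interpolated percentile itself was added after seeing the data.

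Some probes changed in diabetes in more than 1 cell type by edgeR's quasi-likelihood test. renMECs and carMECs shared 6 calls of 2997 probes tested in both, 5 lower and 1 higher in both, where independent lists share 1.28. renMECs and neuronal cells shared 6 calls, again 5 lower and 1 higher, of 3649 probes (1.62 for independent lists). carMECs and neuronal cells shared 4, all lower in both, of 1892 probes (0.33 for independent lists). Probes are not independent, and these overlaps were not tested further. Between retMECs and neuronal cells the Spearman correlation of log2 fold changes was -0.07 without non-diabetic retMEC region 1, with an adjusted p of 0.06 by exact permutation over relabelled regions, the lowest p of all settings run. The correlations furthest from 0 were those over the 94 probes with at least 10 counts in every region: -0.51 between retMECs and carMECs, -0.40 between retMECs and neuronal cells, 0.47 between renMECs and neuronal cells and 0.33 between renMECs and carMECs, each with an adjusted p of 0.09 by exact permutation, and 0.35 between carMECs and neuronal cells, with 0.096.

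The direction of change in carMECs turned with the scaling. With the 75th percentile 63.3% of edgeR's calls were lower, with TMM 16.1%; rounding of the percentile, 6 to 8 counts in the diabetic regions, can be neither excluded nor named as the cause, since the interpolated percentile left 52.9% lower, 9 of 17. For the methods' t-test, counts drawn from 1 profile per cell type at the real totals, with no change in any probe, gave 1103 ± 39 calls in carMECs (SD over 100 draws) with 85.9% lower, against 1299 and 89.1% in the data, so a likely source of that skew is unequal depth. The same draws gave 1213 ± 46.1 calls in retMECs, 1127 ± 71.6 in neuronal cells and 599 ± 27.2 in renMECs, against 1244, 1253 and 1380 in the data. Of the drawn calls 86.0% were lower in retMECs, 86.0% in neuronal cells and 61.9% in renMECs, against 84.9%, 84.0% and 56.1% in the data. Diabetes itself stays open as a cause of the direction, and the draws hold counting noise only, without variation between mice.

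Non-diabetic retMEC region 1 had the highest total of the retMEC regions, 342522, yet its 200 most counted probes held 3.4% of its counts, against 13.0% to 18.6% in the other 5. Depth is argued against, since after thinning all 6 to 28722 counts the share was 4.8% in this region and at least 13.4% in the others. An even signal over all probes added to a retinal endothelial profile cannot be told apart from other sources: over the 200 probes of highest count in the other retMEC regions its log2 counts followed theirs with a Pearson correlation of 0.77, but the other regions, which are not flat, had 0.52 to 0.59, also above the bound of 0.5 set for it, and on linear counts all 6 had 0.98 to 0.99. No biological explanation was tested, since the region shares its condition and plate with regions that do not show this. Without it, the retMEC and carMEC basal difference was 757 probes and the pooled count 205.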
